# A Transcriptomic Study of Maternal Thyroid Adaptation to Pregnancy in Rats

**DOI:** 10.3390/ijms161126030

**Published:** 2015-11-13

**Authors:** Ji-Long Liu, Tong-Song Wang, Miao Zhao, Ying Peng, Yong-Sheng Fu

**Keywords:** thyroid, pregnancy, adaptation, RNA-seq

## Abstract

Thyroid disorders are relatively frequently observed in pregnant women. However, the impact of pregnancy on maternal thyroid has not been systematically evaluated. In the present study, using the rat as an animal model, we observed that the weight of maternal thyroid increased by about 18% in late pregnancy. To gain an insight into the molecular mechanisms, we took advantage of RNA-seq approaches to investigate global gene expression changes in the maternal thyroid. We identified a total of 615 differentially expressed genes, most of which (558 genes or 90.7%) were up-regulated in late pregnancy compared to the non-pregnant control. Gene ontology analysis showed that genes involved in cell cycle and metabolism were significantly enriched among up-regulated genes. Unexpectedly, pathway analysis revealed that expression levels for key components of the thyroid hormone synthesis pathway were not significantly altered. In addition, by examining of the promoter regions of up-regulated genes, we identified MAZ (MYC-associated zinc finger protein) and TFCP2 (transcription factor CP2) as two causal transcription factors. Our study contributes to an increase in the knowledge on the maternal thyroid adaptation to pregnancy.

## 1. Introduction

A wide range of maternal physiological adaptations occurs during pregnancy. Well-documented examples include liver weight gain [1], pancreatic β cell mass expansion [2], cardiac hypertrophy [3] and immune system recalibration [4]. Although these physiological changes are crucial for the establishment and maintenance of pregnancy, they may also lead to maternal pathogenesis by acting as a stressor.

In particular, the maternal thyroid is substantially challenged during pregnancy. Pregnancy-induced thyroid enlargement has been recognized for thousands of years [5]. Studies have confirmed that thyroid enlargement is evident in areas of moderate or low iodine but not in those with sufficient iodine [6]. The thyroid hormone economy is altered during pregnancy. Serum total triiodothyronine (T_3_) and thyroxine (T_4_) levels increase by 50% during pregnancy as a result of elevated levels of thyroid hormone carrier proteins [7]. The production of T_3_ and T_4_ is stimulated by thyroid-stimulating hormone (TSH) from pituitary. The levels of serum TSH decline in the first trimester and elevate in the second and third trimesters [7]. The decrease of serum TSH in the first trimester is explained by the high level of serum human chorionic gonadotropin (hCG), a glycoprotein hormone that has structural similarity to TSH and is cross-reactive to the TSH receptor [8,9,10]. Notably, thyroid disorders are relatively frequently observed in pregnant women: hypothyroidism is present in 2%–3% of pregnant women [11,12], overt hyperthyroidism occurs in approximately 0.5% of pregnant women [13], and the prevalence of postpartum thyroiditis is approximately 5.4% [14]. These pregnancy-dependent thyroid disorders may jeopardize maternal and fetal health.

However, the impact of pregnancy on maternal thyroid has not been systematically evaluated. In the present study, using the rat as an animal model, we observed that the weight of maternal thyroid increased by about 18% in late pregnancy. To gain an insight into the molecular mechanisms, we took advantage of the RNA-seq approach to investigate the global gene expression changes in the maternal thyroid. RNA-seq is a highly accurate tool for quantifying global gene expression levels. In contrast to microarray, the main advantages of RNA-seq are that it can detect un-annotated transcripts [15], discriminate very similar sequences [16], and exceed the quantification dynamic range of microarray [17]. Our study provides insights into the maternal thyroid adaptation to pregnancy.

## 2. Results

### 2.1. Maternal Thyroid Weight Changes during Pregnancy in Rats

To determine whether there is an adaptive response of the maternal thyroid to pregnancy, we first evaluated the changes in maternal thyroid weight at different stages of pregnancy in rats. Absolute thyroid weight was used to avoid errors in relative thyroid weight due to varying fetus mass and maternal weight gain during pregnancy. Maternal thyroids were collected from non-pregnant (NP) and pregnant rats (early pregnancy: EP, Day 8; middle pregnancy: MP, Day 12; late pregnancy: LP, Day 18) and weighed. We observed that the weight of maternal thyroid from EP and MP was not significantly different from NP rats. However, the weight of maternal thyroid then increased by about 18% in LP rats (Figure 1A), indicating an evident response of the maternal thyroid in late pregnancy.

### 2.2. Identification of Differentially Expressed Genes in Maternal Thyroid in Late Pregnancy

To identify potential regulators of the maternal thyroid, gene expression profiles of non-pregnant (NP) and late pregnant (LP) rats were analyzed using the RNA-seq approach. 

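Thyroid RNA of NP and LP rats (day 18 of pregnancy) was sequenced, with counts deposited for 3 samples of each group. The authors mapped the reads to the rat genome rn5 with Tophat, counted them on the gene models of Ensembl with HTSeq-count, and deposited the number of reads counted on each gene without normalization. The table of each sample held the same 15388 genes, each named by an Ensembl transcript identifier and a gene symbol, and no gene was at 0 in all 6 samples. Counts rather than FPKM were analysed here, because gene lengths were not used, so expression levels are given in CPM, the reads of a gene scaled to a common library size (with TMM normalization in each mean ± SD, except for the hormone receptors). LP was compared with NP by edgeR's quasi-likelihood test with TMM normalization, which scales the libraries on the genes that change least, and Benjamini-Hochberg adjustment, and genes with too few reads were left out by edgeR's default filter, which kept 11738 genes. The paper's criteria, a fold change above 2 and an adjusted p-value below 0.05, were applied to the fold change of this model. Standard errors were taken as the absolute log2 fold change divided by the square root of edgeR's F statistic. In both groups, the counts of replicates 2 and 3 differed by no more than the sampling noise of counting reads. They were therefore counted as 1 sample in every mean ± SD given here, with n = 2 for each group, replicate 1 being the other sample. Replicate 1 may not be independent of replicates 2 and 3 either. A model of shared reads added to replicates 2 and 3, found on the same data, left differences within sampling noise (chi-square 0.954 per gene). The SD and the p-values given here may then not measure variation between animals. The edgeR test was run on all 6 samples as deposited, and again with replicates 2 and 3 of each group summed into 1 sample, a setting chosen after the counts were examined. The choices that could change the numbers are the filter on low counts, the normalization, the way a fold change is computed for a gene with no reads in 1 group, and the treatment of replicates 2 and 3. Chromosome positions were not used here, because the annotation at hand was of another genome build than rn5.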

The RNA-seq raw data were deposited in Gene Expression Omnibus database (GSE73307). 

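The counts summed to 2752144, 2965936 and 2958075 reads in the 3 NP samples, with a median of 2958075, and to 3224104, 3449857 and 3447439 reads in the 3 LP samples, with a median of 3447439. Over the 6 samples 18797555 reads were counted on genes, and these totals, not the number of reads sequenced, are the depth behind every value given here. The median count of a gene was 53 reads. The smallest expression level that the depth can show, taken as 3 reads of a library, lay between 0.87 and 1.09 CPM, a limit that covers counting error only. Thyroglobulin (Tg) alone took between 22.9% and 24.5% of the reads of each sample. The number of genes with no read in a sample was 1206 in NP replicate 1, 941 in NP replicate 2 and 960 in NP replicate 3, against 888, 730 and 713 in LP replicates 1, 2 and 3.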

We obtained a total of 25.4 million reads, 83.1% of which were uniquely mapped to the rat genome. Mapped reads were used to estimate normalized transcription level as fragments per kilobase of transcript per million mapped fragments (FPKM). It has been estimated that a gene with FPKM value of 1 is approximately equivalent to one copy per cell [16]. 

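For the clustering, the distance between 2 samples was taken as 1 minus the Pearson correlation across genes of log2(CPM + 0.1), over all 15388 genes, followed by average linkage. The 2 main branches held the 3 NP samples and the 3 LP samples. Correlations between samples of the same group lay between 0.956 and 0.968, and correlations between an NP and an LP sample between 0.919 and 0.930. The smallest distance between groups, 0.0698, was 1.57 times the largest distance within a group, 0.0445, so the groups lay further apart than replicates of a group. The ratio rose to 2.71 with Spearman correlation, 2.68 with genes of at least 10 reads in every sample and 2.65 with a pseudocount of 1. It fell to 0.973 without the genes past the criteria and to 0.772 with linear CPM values. Under these last settings the smallest distance between groups was below the largest distance within a group. Leaving out genes chosen for differing between the groups lowers the ratio in itself, so the 0.973 cannot test the separation.
The replicates were then compared by a chi-square test of their counts over genes with at least 10 reads in the pair. NP replicates 2 and 3 gave a chi-square of 1.02 per degree of freedom (p = 0.111) and LP replicates 2 and 3 gave 0.995 (p = 0.667), where 1 is the value for 2 draws of reads from the same library. Their values were thus within sampling noise, and replicates 2 and 3 were counted as 1 sample. Replicate 1 differed from replicates 2 and 3 in both groups, with values of 4.00 and 3.70 for NP and 4.11 and 3.81 for LP, while pairs of an NP and an LP sample gave between 12.5 and 16.5. The replicate 1 samples of the groups deviated together from their group means, with a correlation across genes of 0.533. Replicates 2 and 3 did so whether their numbers were the same (0.255 and 0.229) or not (0.246 and 0.251). Replicate 1 of a group gave correlations between -0.377 and -0.343 with replicates 2 and 3 of the other. Deviations from a mean of 3 samples sum to 0 within a group. These further values therefore largely follow from the 0.533 and add little to it. From the separation of the samples, the paper concludes that gene expression of the maternal thyroid is systematically altered in LP.

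**Figure D1:**
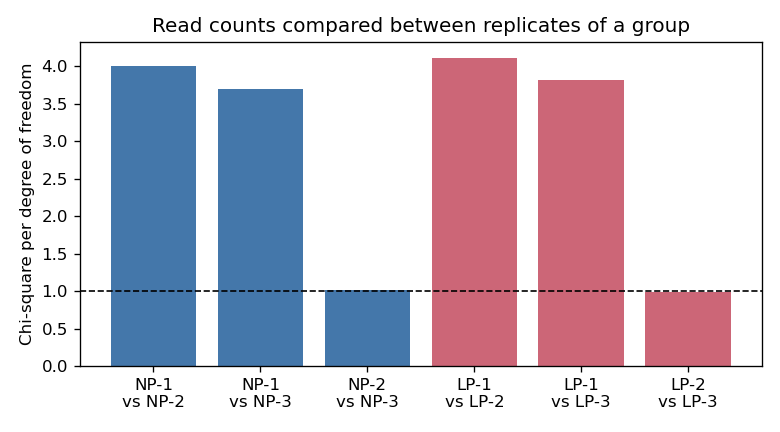
Chi-square per degree of freedom of the read counts (vertical axis) for the 3 pairs of NP replicates (blue bars) and the 3 pairs of LP replicates (red bars). The dashed line at 1 marks the sampling noise of counting reads. Replicates 2 and 3 lie on it in both groups, and the pairs with replicate 1 lie between 3.70 and 4.11.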

Whole-transcriptome clustering analysis demonstrated that the NP samples were readily separated from the LP ones (Figure 1B). This result confirmed that maternal thyroid gene expression is systematically altered in LP.

The DESeq package was used to test for differential expression of genes between NP and LP. Using a fold change cutoff of two and an adjusted *p*-value cutoff of 0.05, we identified a total of 615 differentially expressed genes (Figure 1C). 

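Of the 11738 genes tested by edgeR's quasi-likelihood test on the 6 samples, 638 had a fold change above 2 and an adjusted p-value below 0.05, with 575 up-regulated and 63 down-regulated genes, so that 90.1% of them were up-regulated. For 637 of these genes, every LP sample lay on the same side of every NP sample. Without the cutoff on the fold change, 3168 genes had an adjusted p-value below 0.05. With the replicate number as a block, the pairing being taken from the labels, 576 genes were up-regulated and 65 down-regulated, and 3784 genes had an adjusted p-value below 0.05. With replicates 2 and 3 summed into 1 sample, 606 genes were up-regulated and 63 down-regulated, and 2541 genes had an adjusted p-value below 0.05. With the replicate block added to this setting, 639 were up-regulated and 89 down-regulated. The block lowered the coefficient of variation that edgeR estimated from 0.0645 to 0.0131, and from 0.0781 to 0.0163 with replicates 2 and 3 summed. P-values with the block thus rest largely on counting noise and do not measure variation between animals. The alternatives that moved the counts most were a stricter filter, a mean of at least 50 reads per sample, which left 286 up-regulated and 29 down-regulated genes, and the fold change itself tested against 2, which left 366 and 23. With each replicate left out in turn, between 577 and 625 genes were up-regulated and between 68 and 79 down-regulated. The fold changes were also computed separately in replicate 1 and in replicates 2 and 3 of each group. All 638 genes had the same direction in both, and 547 changed more than 2-fold in both. These genes were chosen on the same samples, which largely fixes their direction. Of the 615 genes of Table S1, 513 of the 558 up-regulated and 55 of the 57 down-regulated genes met the criteria here in the same direction. The 45 remaining up-regulated genes were below the filter on low counts.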

Among them, 57 genes were down-regulated and 558 genes were up-regulated in LP in comparison to NP (Table S1). 

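Among the genes past the criteria, the fold change of the edgeR model reached 1540 for up-regulated and 9.46 for down-regulated genes, with medians of 3.89 and 2.52. Fold changes of 2 to 4 were found for 293 up-regulated and 58 down-regulated genes, of 4 to 6 for 59 and 3 genes, of 6 to 8 for 27 and 1, and above 8 for 196 and 1. The largest up-regulated values belong to genes with no read in any NP sample. There the size of the fold change depends on how a count of 0 is treated, and the standard errors do not cover this choice. Art1 had 0 reads in each NP sample and 202, 199 and 206 reads in the LP samples, for a log2 fold change of 10.59 (standard error 0.35, adjusted p = 2.5e-12). Smyd1 had 0 reads in each NP sample and 160, 164 and 169 in the LP samples, for a log2 fold change of 10.29. Taking a count of 0 as 1 and comparing the group means of counts scaled by the library totals, the fold change was 173.4 for Art1 and 140.8 for Smyd1, and Ckmt2 then had the larger value of 491.5. The largest fold change among down-regulated genes in this comparison was that of Slc2a10. Without the filter the largest was 32.01, with Slc2a10 at -9.499. Without LP replicate 2 it was that of Fmo2, at -10.44.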

The range of fold changes was 2.1–10.0 and 2.0–491.5 for down-regulated and up-regulated genes, respectively (Figure 1D).

We randomly selected eight genes with various fold changes and validated them by quantitative RT-PCR (qRT-PCR) in an independent set of biological replicates. 

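In the RNA-seq counts of the 3 NP and 3 LP samples, 7 of the 8 selected genes met the criteria in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all in the direction of Figure 1E. The read counts of Stmn2 (ENSRNOT00000015720) were low, with 12, 14 and 10 reads in NP and 2, 3 and 4 in LP, and its log2 fold change was -2.10 (standard error 0.43, adjusted p = 0.00112). Eva1c fell from 28.8 ± 1.4 CPM (SD, n = 2) in NP to 7.27 ± 0.81 CPM in LP, a log2 fold change of -1.96 (standard error 0.16, adjusted p = 4.22e-08). Cryab rose from 44.8 ± 0.18 CPM to 343 ± 22 CPM, a log2 fold change of 2.91 (standard error 0.070, adjusted p = 1.79e-15). The log2 fold changes of Thbs4, Nos1 and Fhl1 were 3.53, 4.26 and 4.57, with adjusted p-values of 7.38e-09 or smaller. The log2 fold change of Fhl1 differed between replicates, with a value of 5.59 in replicate 1 and 4.24 in replicates 2 and 3. Pitx3 was below the filter on low counts, with 5, 2 and 1 reads in NP and 9, 14 and 11 in LP. Without the filter its log2 fold change was 1.88 (standard error 0.52, adjusted p = 0.0117), and the adjusted p-value rose to 0.0979 with DESeq2 in place of edgeR and to 0.0696 without NP replicate 3. Rpl7, the reference gene of the qRT-PCR, fell by 0.34 on the log2 scale in LP (standard error 0.054, adjusted p = 0.000103).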

The qRT-PCR results for all selected genes were concordant with the trend estimated by RNA-Seq. Moreover, the statistical significance was reached at *p* < 0.05 for all tested genes (Figure 1E). In general, the qRT-PCR and RNA-Seq results showed a statistically significant correlation (Pearson correlation, *r* = 0.6599, *p* = 0.0375). This result suggested that our high throughput RNA-seq data are as reliable as conventional qRT-PCR.

**Figure 1:**
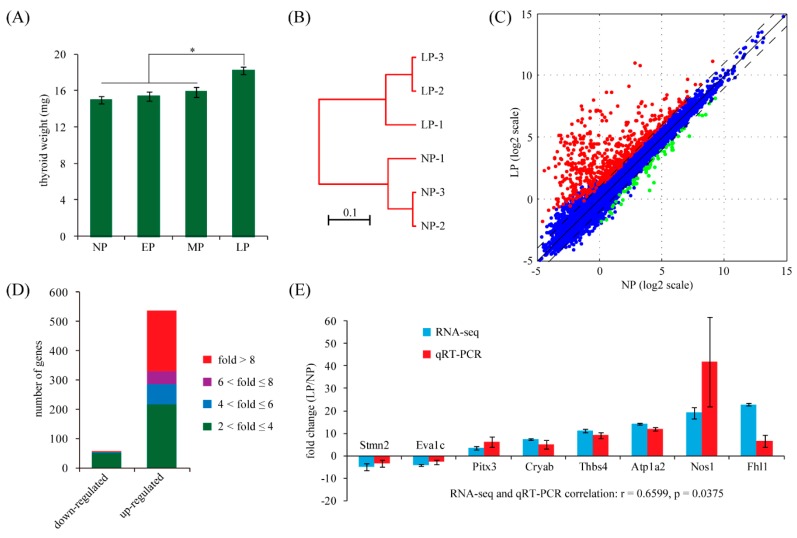
Identification of differentially expressed genes in maternal thyroid in late pregnancy. (**A**) Maternal thyroid weight responses to pregnancy in rats. Thyroid tissues were collected from non-pregnant (NP) and pregnant rats on Days 8 (early pregnancy, EP), 12 (middle pregnancy, MP) and 18 (late pregnancy, LP) of pregnancy. Absolute thyroid weight is used. Each bar represents at least three animals. * *p* < 0.05; (**B**) Cluster dendrogram of RNA-seq data generated from six samples. The Pearson correlation distance measure and the average linkage clustering algorithm were used. The plot was generated by using bioinformatics toolbox 3.3 of MATLAB (MathWorks); (**C**) Scatter plot depicting the expression profiles of all genes. FPKM values from RNA-Seq are plotted in log2 scale. Dash lines indicate the two-fold difference boundaries. Non-changed genes were shown in blue color, while differently expressed genes (fold change > 2 and adjusted *p* < 0.05) were denoted in red or green; (**D**) Distribution of fold change values among down-regulated and up-regulated genes; (**E**) Validation of selected genes identified by RNA-Seq using qRT-PCR. Fold-change values determined by both RNA-seq and qRT-PCR were presented as the mean ± SD. Statistical significance was reached at *p* < 0.05 for all genes. Stmn2, stathmin 2; Eva1c, eva-1 homolog C; Pitx3, paired-like homeodomain 3; Cryab, crystallin αB; Thbs4, thrombospondin 4; Atp1a2, ATPase Na^+^/K^+^ transporting α2 polypeptide; Nos1, nitric oxide synthase 1 neuronal; Fhl1, four and a half LIM domains 1.

### 2.3. Gene Ontology (GO) Analysis of Differentially Expressed Genes in Maternal Thyroid in Late Pregnancy

Gene ontology (GO) and pathway analysis was performed by using the DAVID (Database for Annotation, Visualization and Integrated Discovery) tool. Because down-regulated genes took up a small portion of the differentially expressed genes, only up-regulated genes were subject to GO and pathway analysis. Enriched GO terms are classified according to biological process annotations (Figure 2A). A total of 25 terms were significantly enriched, including cell cycle process (*p* = 6.36 × 10^−6^), mitotic cell cycle (*p* = 1.07 × 10^−5^), cell cycle phase (*p* = 2.15 × 10^−5^), M phase of mitotic cell cycle (*p* = 2.69 × 10^−5^), M phase (*p* = 7.89 × 10^−5^), organelle fission (*p* = 8.46 × 10^−5^), cell cycle (*p* = 1.31 × 10^−4^), nuclear division (*p* = 1.25 × 10^−4^), mitosis (*p* = 1.25 × 10^−4^), cell division (*p* = 3.39 × 10^−4^), glucose metabolic process (*p* = 5.23 × 10^−5^), hexose metabolic process (*p* = 9.99 × 10^−5^), oxidation of organic compounds (*p* = 1.27 × 10^−4^), monosaccharide metabolic process (*p* = 3.62 × 10^−4^), cytoskeleton organization (*p* = 8.91 × 10^−5^), muscle tissue development (*p* = 9.43 × 10^−5^), ion transport (*p* = 1.49 × 10^−4^), muscle cell differentiation (*p* = 1.92 × 10^−4^), muscle system process (*p* = 3.61 × 10^−4^), muscle contraction (*p* = 7.49 × 10^−4^), muscle cell development (*p* = 8.36 × 10^−4^), response to heat (*p* = 2.26 × 10^−3^), response to temperature stimulus (*p* = 7.49 × 10^−3^), heart development (*p* = 7.57 × 10^−3^) and cation transport (*p* = 9.56 × 10^−3^). Among all these GO terms, 10 terms were associated with cell cycle. We next extracted 36 genes associated with cell cycle out of the 615 differentially expressed genes. 

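Of the 36 genes of Figure 2B, 28 passed the filter on low counts, and all 28 were up-regulated with a fold change above 2 and an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. Their log2 fold changes lay between 1.07 for Nedd1 and 6.86 for Mlf1, with a median of 1.64. The other 8 genes (Bub1b, Fam83d, Ccna2, Cep55, Gas2l3, Ube2c, Cdca2 and Cdca3) had too few reads for the filter, and without it all 36 genes met the criteria. Each of the 36 genes had a higher normalized value in every LP sample than in every NP sample. With the replicate number as a block, 28 genes met the criteria, and with replicates 2 and 3 summed, 36. The read counts of these genes were low. The median of the mean NP count of these genes was 8.17 reads, and 20 of them had a mean below 10 reads in NP. With a filter of a mean of at least 50 reads 9 genes remained and met the criteria, and with the fold change itself tested against 2, 13 genes did. Among the genes of proliferating cells, Mki67 had 21, 29 and 29 reads in NP and 85, 79 and 84 in LP, for a fold change of 2.82 (standard error 0.16 on the log2 scale, adjusted p = 1.63e-06). Cdk1 had 8, 4 and 5 reads in NP and 29, 28 and 31 in LP, for a log2 fold change of 2.20 (standard error 0.31, adjusted p = 3.64e-05). Ccng1, of the 36 genes but not taken here as a marker of proliferating cells, had a higher count. It rose from 84.4 ± 6.3 CPM (SD, n = 2) to 185 ± 2.4 CPM, a log2 fold change of 1.16 (standard error 0.064, adjusted p = 1.97e-10).

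**Figure D2:**
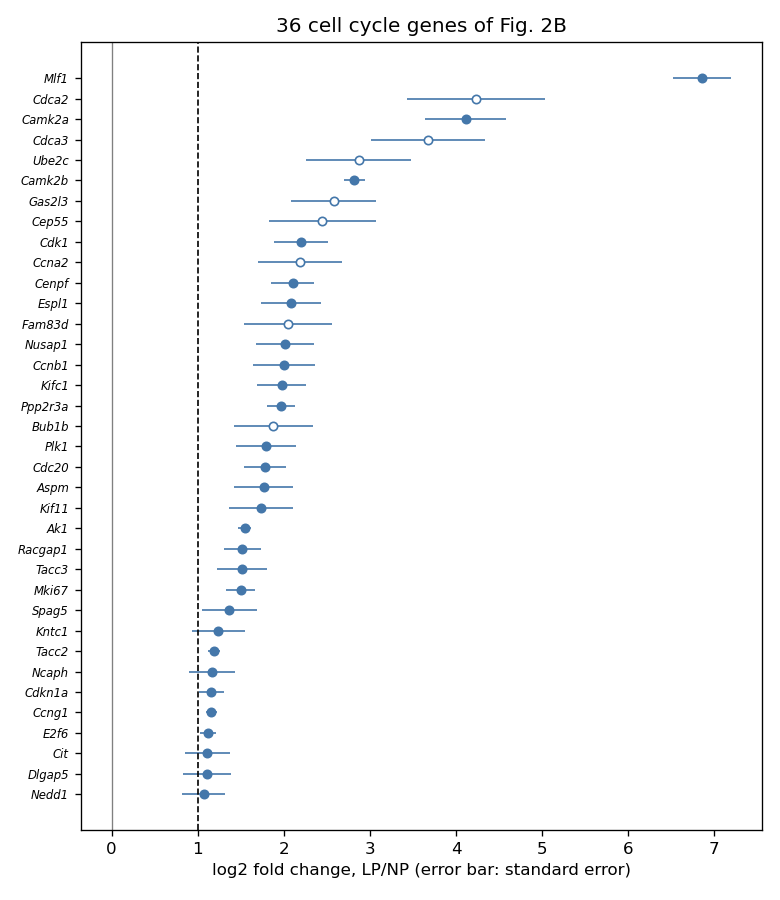
Log2 fold change of LP against NP (horizontal axis) for the 36 cell cycle genes of Fig. 2B, with standard errors derived from edgeR's F statistic. Filled points are the 28 genes past the filter on low counts and open points the 8 genes below it, fitted without the filter. The dashed line marks a log2 fold change of 1, and all points lie to its right, from 1.07 for Nedd1 to 6.86 for Mlf1.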

All of the 36 genes were up-regulated (Figure 2B). This result indicates an increase of proliferation in the maternal thyroid in LP.

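From the 36 up-regulated genes, the paper reasons that proliferation increases in the maternal thyroid in LP. The 36 genes were taken from the differentially expressed genes, so lists of S phase and G2/M phase genes chosen without these data were examined as well, using the lists for scoring the cell cycle that come with the Seurat package, in rat spelling. Of 97 listed genes, 61 were tested, with a median log2 fold change of 0.17 (Benjamini-Hochberg adjusted p = 0.00469 over the 24 gene lists examined, from limma's camera test against all other genes), and 40 of them were higher in LP. The 34 tested genes of the G2/M list had a median of 0.40 (adjusted p = 0.00127 from limma's camera), and 13 of them met the criteria, all up-regulated. Without the genes of Table S1, a step that leaves out genes found changed in the same data and so lowers the median of any list that rises, the 23 other G2/M genes had a median of 0.0044, with 12 of them higher in LP, and the 48 other genes of both lists a median of 0.038, with 27 higher. The 27 tested genes of the S list had a median of 0.071, which camera did not tell apart from other genes (adjusted p = 0.398 from limma's camera), and 2 of them met the criteria. With the replicate block, the median of both lists together was 0.17, with replicates 2 and 3 summed 0.312, without a filter 0.511, and between 0.194 and 0.297 with each replicate left out in turn. With genes of a mean of at least 50 reads alone, it was 0.038, which limma's camera did not tell apart from other genes.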

**Figure 2:**
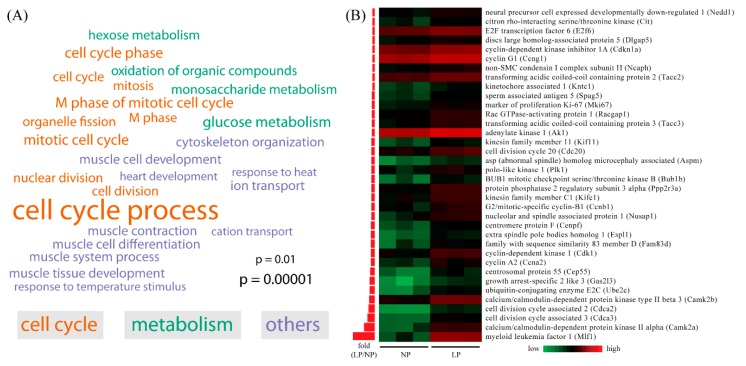
Gene ontology (GO) analysis of differentially expressed genes. (**A**) Word cloud of enriched GO terms in the biological process category for differentially expressed genes. The enrichment test was performed using the DAVID tool and the significance cutoff for adjusted *p*-value was set at 0.01. The font sizes in the word cloud are proportional to –log10 of adjusted *p*-value for each enriched GO terms; (**B**) Heatmap of the 36 differentially expressed genes that fall into the biological process of cell cycle. FPKM values were log-transformed and centered relative to the median. The fold change values are presented as bars on the right of the heatmap in ascending order. The range of fold changes is 2.00–74.66.

Pathway analysis was performed using the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway database. The calcium signaling pathway was the only pathway that was significantly enriched among up-regulated genes (*p* = 1.34 × 10^−3^). We are particularly interested in the thyroid hormone synthesis pathway in follicular cells of the thyroid. Iodine is an important element for the synthesis of thyroid hormones. In order to maintain high concentrations of Iodine, iodide (I^−^) is continuously transported into follicular cells from serum by the sodium/iodide symporter (solute carrier family 5 member 5, SLC5A5). Pendrin (solute carrier family 26 member 4, SLC26A4), which is expressed at the apical membrane of follicular cells, transports I^−^ from the cytoplasm into the follicle lumen. Thyroid hormones are synthesized on surface of a tyrosine-enriched protein, thyroglobulin (TG), which is produced in follicular cells and subsequently secreted into the follicular lumen. The key enzyme for thyroid hormone synthesis is thyroperoxidase (TPO). Under the oxidative environment created by the dual oxidases (DUOXA2 and DUOX2), TPO is able to oxidize I^−^ into I_2_ and link the resulting I_2_ with the tyrosine residues on TG to generate monoiodotyrosine (MIT) and diiodotyrosine (DIT). TPO is also responsible for combining MIT and DIT to generate T_3_ or T_4_ on the surface of the TG protein. Finally, stimulated by thyroid stimulating hormone (TSH), T_3_/T_4_-loaded TG is endocytosed by follicular cells and subsequently broken down by the lysosome. T_3_ and T_4_ are then released into the circulation. Key components of the thyroid hormone synthesis pathway are illustrated in Figure 3A. Based on RNA-seq data, all these genes did not exceed a two-fold change (Figure 3B), suggesting that thyroid hormone synthesis is not altered in LP.

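None of the 7 genes of the thyroid hormone synthesis pathway met the criteria in edgeR's quasi-likelihood test on the 6 samples, with the replicate block or with replicates 2 and 3 summed, and the values lay on both sides of 0. Of the genes that passed the filter on low counts, the sodium/iodide symporter Slc5a5 (ENSRNOT00000025576) was the closest to a 2-fold change. Its counts were 946, 1077 and 1028 reads in NP and 566, 602 and 591 in LP, or 341 ± 5.0 CPM (SD, n = 2) against 179 ± 2.7 CPM, a log2 fold change of -0.94 (standard error 0.054, adjusted p = 3.08e-10). As a ratio of group means of counts scaled by the library totals alone, the change was -2.02-fold, past the cutoff, and it was the 1 gene of the 7 past the criteria under that setting. Tshr had a log2 fold change of -0.68 (standard error 0.066, adjusted p = 3.99e-07). Duoxa2 rose by 0.48 (standard error 0.099, adjusted p = 0.00141) and Duox2 by 0.29 (standard error 0.078, adjusted p = 0.00947) on the log2 scale, the adjusted p-value of Duox2 being 0.114 with DESeq2 in place of edgeR and 0.0626 without LP replicate 1. Tg did not differ beyond the replicate error, with a log2 fold change of 0.063 (adjusted p = 0.06). With the replicate block its adjusted p-value was below the cutoff, at 2.49e-43, with the same small fold change. That block leaves mainly counting noise, so the value does not measure variation between animals. Slc26a4 had 0, 0 and 1 reads in NP and 1, 3 and 2 in LP, below the filter. Without the filter its log2 fold change was 2.08 (standard error 1.21, adjusted p = 0.268), so no difference could be shown with so few reads. Because none of these genes exceeded the fold change cutoff, the paper proposes that thyroid hormone synthesis is not altered in LP.

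**Figure D3:**
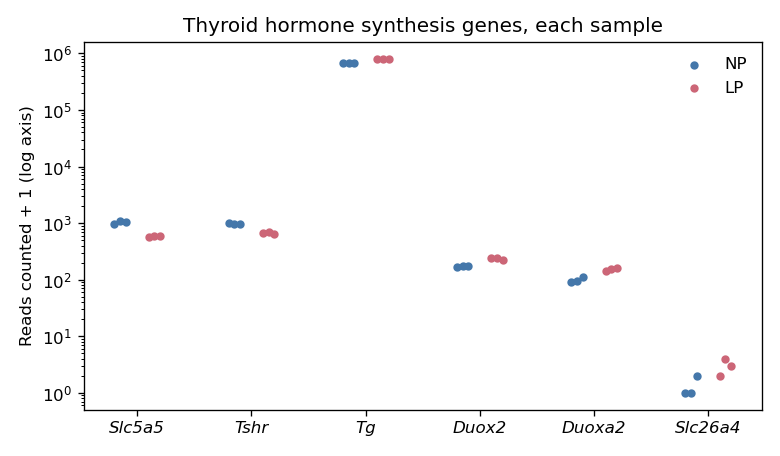
Reads counted in each sample plus 1 (vertical axis, log scale) for 6 genes of the thyroid hormone synthesis pathway. Blue points are the 3 NP samples and red points the 3 LP samples. Slc5a5 and Tshr lie lower in each LP sample than in each NP sample, and Slc26a4 lies at the lower end with 0 to 3 reads.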

**Figure 3:**
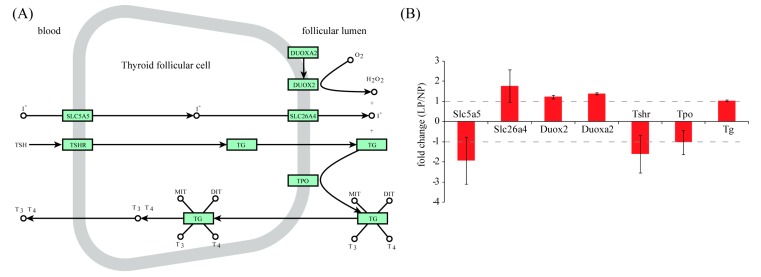
Gene expression analysis of thyroid hormone synthesis pathway. (**A**) Visualization of the thyroid hormone synthesis pathway. Rectangular nodes represent genes and circular nodes denote small molecules. Edges represent reactions derived from KEGG pathway rno04918. This graph is generated using the Cytoscape software. TSH, thyroid stimulating hormone; TSHR, thyroid stimulating hormone receptor. SLC5A5, solute carrier family 5 member 5; SLC26A4, solute carrier family 26 member 4; TG, thyroglobulin; TPO, thyroperoxidase; DUOXA2, dual oxidases A2; DUOX2, dual oxidases 2; (**B**) Bar plot showing fold change values based on RNA-seq data. None of these genes were differentially expressed according to the criteria of fold change > 2 and adjusted *p*-value < 0.01.

### 2.4. Identification of Transcription Factor Binding Sites (TFBS) in the Promoters of Up-Regulated Genes

We hypothesized that the up-regulated genes may also share common regulatory mechanisms such as transcription factor binding sites (TFBS) in their promoter regions. We focused on the proximal promoter sequences (1 kb upstream of transcription start sites). Potential TFBS sites were detected using the TESS software configured with position-weigh matrices (PWMs) from the TRANSFAC database. Only hits with a relative score above 0.9 were kept. Then statistically enriched transcription factors were determined using a hypergeometric test with Benjamini-Hochberg multiple test correction. The computational pipeline for TFBS analysis is depicted in Figure 4A. In the end, only two transcription factors, Myc-associated zinc finger protein (MAZ) and transcription factor CP2 (TFCP2), were significantly enriched (*p* < 0.05) (Figure 4B). 

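Maz had 143, 162 and 155 reads in the NP samples and 174, 244 and 223 in the LP samples, or 51.5 ± 0.62 CPM (SD, n = 2) against 62.3 ± 9.7 CPM. Tfcp2 had 121, 113 and 113 reads in NP and 76, 109 and 108 in LP, or 40.1 ± 4.4 CPM against 28.2 ± 5.6 CPM. By mean CPM over the 6 samples, Maz stood at the 79.6th and Tfcp2 at the 67.0th percentile of the 15388 genes. Neither gene met the criteria under any setting examined. The log2 fold change of Maz was 0.33 (standard error 0.093, adjusted p = 0.0147 from edgeR's quasi-likelihood test), 0.12 in replicate 1 and 0.41 in replicates 2 and 3. That of Tfcp2 was -0.40 (standard error 0.12, adjusted p = 0.0232), -0.83 in replicate 1 and -0.20 in replicates 2 and 3. With the replicate block, which leaves mainly counting noise, the adjusted p-values were 0.0012 and 0.00301. With DESeq2 in place of edgeR they were 0.0975 and 0.122. In edgeR, Maz had 0.0504, 0.0904 and 0.0543 without NP replicate 3, LP replicate 2 and LP replicate 3. Tfcp2 had 0.093 without NP replicate 1 and 0.0938 without LP replicate 1. Leaving out any other sample kept each gene below 0.05. Whether these changes of less than 2-fold exceeded the replicate error thus depended on the test and on single samples.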

Based on RNA-seq data, both MAZ and TFCP2 were expressed at median levels and no difference was detected between LP and NP (Figure 4C).

Pregnancy is accompanied by a dramatic increase of estrogen and progesterone levels in the serum. Estrogen and progesterone exert their actions either by activating nuclear receptors (ESR1/ESR2 and PGR) [18,19] or by interacting with membrane receptors (GPER1 and PGRMC1/PGRMC2) [20,21]. We checked if these hormone receptors were expressed in the thyroid. Using 1 FPKM as the cutoff value, all these receptors were present in the thyroid, except ESR2 (Figure 4D). 

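Expression of the 6 receptors was taken in CPM, because gene lengths were not used here, and a CPM is not scaled by gene length as an FPKM is. The 2 membrane components Pgrmc1 and Pgrmc2 had the highest levels, with 94.2 ± 3.3 CPM (SD, n = 2) in NP and 84.9 ± 1.4 CPM in LP for Pgrmc1, and 91.8 ± 12 CPM and 73.7 ± 0.22 CPM for Pgrmc2. Pgr had 22.6 ± 4.3 CPM in NP and 24.5 ± 3.5 CPM in LP. Esr1 had 13.7 ± 6.6 CPM in NP and 13.0 ± 8.7 CPM in LP, and its reads differed between replicates of a group, with 25, 55 and 54 reads in NP and 22, 73 and 59 in LP. Gper1 had 6.20 ± 0.54 CPM in NP and 3.38 ± 0.48 CPM in LP. Esr2 was the lowest, with 4, 3 and 5 reads in NP and 4, 2 and 5 in LP, or 1.39 and 1.09 CPM by the mean of the 3 samples, close to the smallest level the depth can show. By the mean of the 3 samples of each group, all 6 receptors were above 1 CPM in both groups. Above 2 CPM there were 5, and with 1 CPM required in every sample also 5, in both cases without Esr2. None of the receptors met the criteria in the comparison of the 6 samples. The largest change was that of Gper1, with a log2 fold change of -0.88 (standard error 0.33, adjusted p = 0.0556 from edgeR's quasi-likelihood test), or -0.88 with an adjusted p-value of 0.0256 with the replicate block. Without LP replicate 2 its log2 fold change was -1.145 with an adjusted p-value of 0.0442, past the criteria. The adjusted p-value of Pgrmc2 was 0.032 with the replicate block, at a log2 fold change of -0.20. For both genes the value with the block rests largely on counting noise.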

Because nuclear receptors ESR1 and PGR were not enriched in the TFBS analysis, we supposed that maternal hormones may up-regulate gene expression in the thyroid mainly via membrane receptors GPER1, PGRMC1 and PGRMC2.

**Figure 4:**
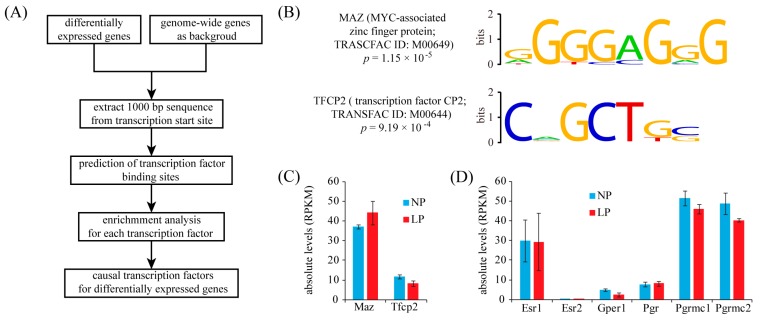
Enrichment of transcription factor binding sites (TFBS) in up-regulated genes. (**A**) The workflow for TFBS enrichment analysis; (**B**) The sequence logo display for two transcription factors whose binding sites are significantly enriched in up-regulated genes; (**C**) Bar plot showing absolute expression levels for MAZ and TFCP2; (**D**) Bar plot showing absolute expression levels for estrogen receptors and progesterone receptors. Esr1, estrogen receptor α; Esr2, estrogen receptor β; Gpre1, G protein-coupled estrogen receptor 1; Pgr, progesterone receptor; Pgrmc1, progesterone receptor membrane component 1; Pgrmc2, progesterone receptor membrane component 2.

## 3. Discussion

In the present study, we utilized the rat as an animal model to study maternal thyroid adaptation to pregnancy. We found that the weight of maternal thyroid from pregnant rats was not significantly different from that from non-pregnant rats until late pregnancy. Thus, RNA-seq was employed to characterize the maternal thyroid transcriptome in late pregnancy. We identified a total of 615 differentially expressed genes, most of which (558 genes or 90.7%) were up-regulated in late pregnancy compared to the non-pregnant control. Among these differentially expressed genes, we validated eight genes using qRT-PCR. The expression trend of these genes measured by qRT-PCR was consistent with RNA-seq, suggesting that our data were of high quality. Our study provides a valuable resource for the in-depth understanding of the maternal thyroid adaptation to pregnancy.

Based on gene ontology analysis, a total of 25 terms were significantly enriched among up-regulated genes, indicating that maternal thyroid adaptation to pregnancy invokes many genes with a wide range of different functions. Among all these GO terms, 10 terms were associated with cell cycle and four terms were associated with metabolism. Of special interest, the top 10 up-regulated genes were: Ckmt2 (creatine kinase mitochondrial 2), Actn2 (actinin α2), Tcap (titin-cap), Cacna1s (calcium channel voltage-dependent L type α1S subunit), Xirp2 (xin actin-binding repeat containing 2), Hfe2 (hemochromatosis type 2), Atp2a1 (ATPase Ca^2+^ transporting cardiac muscle fast twitch 1), Cox6a2 (cytochrome c oxidase subunit VIa polypeptide 2), Trim54 (tripartite motif-containing 54) and Nrap (nebulin-related anchoring protein). 

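The 10 genes named here were close to absent from the NP samples and far above the smallest detectable level in each LP sample. Ckmt2 (ENSRNOT00000084002) had 1, 2 and 1 reads in NP and 747, 737 and 796 in LP, or 0.424 ± 0.095 CPM (SD, n = 2) against 233 ± 7.9 CPM, a log2 fold change of 8.88 (standard error 0.15, adjusted p = 1.65e-17 from edgeR's quasi-likelihood test). Actn2 had 2, 2 and 6 reads in NP and 1453, 1502 and 1500 in LP, a log2 fold change of 8.60 (standard error 0.14, adjusted p = 8.14e-18). Atp2a1 had the most reads of the 10, with 10, 11 and 13 in NP and 3825, 3745 and 3782 in LP, a log2 fold change of 8.22 (standard error 0.086, adjusted p = 6.88e-20). The log2 fold changes of Cacna1s, Xirp2, Hfe2, Cox6a2, Trim54 and Nrap were 8.35, 8.28, 8.59, 8.32, 8.37 and 7.96. Tcap had 1, 0 and 0 reads in NP and 408, 442 and 406 in LP, and its log2 fold change of 9.71 (standard error 0.23) ranged from 9.23 to 11.7 with each replicate left out in turn, since single NP reads set its size. By the fold change of the model Tcap ranked above Ckmt2, while each of the 10 genes was higher in every LP sample than in every NP sample. Other genes with large fold changes and no read in any NP sample were Lmod3, Murc, Ppp1r3a, Myh1, Dusp27, Myoz3 and Klhl33, with log2 fold changes between 9.05 and 10.27. Markers of skeletal muscle, a list of 72 genes of which 57 were in the tables, together took 0.0116%, 0.0501% and 0.0491% of the reads in the 3 NP samples and 1.16%, 1.13% and 1.13% in the 3 LP samples (p = 0.1 by exact permutation, the smallest value that 3 against 3 samples can give).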

Ckmt2 is the most highly up-regulated gene (fold change = 491.5). Ckmt2 is involved in the metabolism process, responsible for the transfer of high energy phosphate from the mitochondrion to creatine in the cytosol. It has been shown that Ckmt2 is up-regulated in Graves’ thyroid tissues [22]. Thus, elevated Ckmt2 expression may contribute largely to pregnancy-induced proliferation of the maternal thyroid. Another gene involved in the metabolism process is Cox6a2, whose function in thyroid has not been defined yet. Actn2 is the second most highly up-regulated gene. Actn2 is associated with cytoskeleton and it is co-localized with β-catenin at the cell junction in thyroid follicular cells [23]. A gene profiling study has shown that Actn2 is over-expressed in oncocytic and papillary thyroid carcinoma [24]. Beyond Actn2, four other top-ranked genes (Tcap, Xirp2, Trim54 and Nrap) are also associated with cytoskeleton. The remaining three genes (Hfe2, Cacna1s and Atp2a1) appear to play a role in signaling transduction. Notably, although a relatively large number of cell cycle genes were found in up-regulated genes, they were not among the top-ranked genes. 

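Mlf1 (ENSRNOT00000017151) had 0, 3 and 0 reads in the NP samples and 144, 153 and 134 in the LP samples, or 0.245 ± 0.35 CPM (SD, n = 2) against 44.2 ± 2.4 CPM. Its log2 fold change in edgeR's quasi-likelihood test was 6.86 (standard error 0.34, adjusted p = 3.9e-11), a fold change of 115.9, and ranked 61 among the 575 up-regulated genes. The size of this value rests on the 3 reads of NP replicate 2. With each replicate left out in turn the log2 fold change ranged from 6.30 to 10.1. Its rank then ranged from 4 (without NP replicate 2) to 81 (without NP replicate 3). As a ratio of group means with a count of 0 taken as 1, the fold change was 74.7. The next cell cycle genes of Figure 2B by fold change among those past the filter were Camk2a, with a log2 fold change of 4.11 (standard error 0.48), and Camk2b, with 2.82 (standard error 0.12).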

The highest rank is 51 for Mlf1 (myeloid leukemia factor 1) with a fold change value of 74.6. We also performed GO analysis on down-regulated genes; however, due to the small number of genes, no enriched GO term was detected. The top 10 down-regulated genes were: Slc2a10 (solute carrier family 2 member 10 or facilitated glucose transporter), Fmo2 (flavin containing monooxygenase 2), Stmn2 (stathmin 2), Cacng5 (calcium channel voltage-dependent gamma subunit 5), Fmo3 (flavin containing monooxygenase 3), Snx22 (sorting nexin 22), Eva1c (eva-1 homolog C), Bhlhe22 (basic helix-loop-helix family member e22), Ccdc152 (coiled-coil domain containing 152) and Cyp26b1 (cytochrome P450 family 26 subfamily b polypeptide 1). 

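In edgeR's quasi-likelihood test, Slc2a10 (ENSRNOT00000030203) fell from 65.2 ± 0.88 CPM (SD, n = 2) in NP to 6.57 ± 1.2 CPM in LP, with 181, 197 and 205 reads against 18, 25 and 25, a log2 fold change of -3.24 (standard error 0.13, adjusted p = 1.68e-12). Fmo2 fell from 41.8 ± 5.4 CPM to 4.73 ± 1.3 CPM, a log2 fold change of -2.99 (standard error 0.20, adjusted p = 2.83e-09). Snx22 had the highest counts, with 380, 341 and 353 reads in NP and 102, 99 and 82 in LP, a log2 fold change of -2.07 (standard error 0.10, adjusted p = 3.4e-11). Stmn2, Eva1c, Ccdc152 and Cyp26b1 had log2 fold changes of -2.10, -1.96, -1.98 and -1.84, and each of these genes met the criteria. Ccdc152 was the least certain of these, with 10, 12 and 11 reads in NP and 0, 6 and 3 in LP, a standard error of 0.54 and an adjusted p-value of 0.0104. Cacng5 and Bhlhe22 were below the filter. Without it, the log2 fold change of Cacng5 was -2.10 (adjusted p = 0.00496) and that of Bhlhe22 -1.85 (adjusted p = 0.0101), and with DESeq2 in place of edgeR the adjusted p-values were 0.0505 and 0.0926.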

Among these genes, Slc2a10, Fmo2, Fmo3 and Cyp26b1 are involved in the metabolism process. Stmn2 is part of cytoskeleton. The other top-ranked down-regulated genes, Cacng5, Snx22, Eva1c, Bhlhe22 and Ccdc152, may participate in signaling transduction.

In pathway analysis, we focused on the thyroid hormone synthesis pathway. Unlike the case of humans, the accumulation of iodine and the concentration of total T_3_ and T_4_ in serum are both reduced during late pregnancy in rats [25]. Meanwhile, the serum TSH levels are slightly higher on 18–20 days of pregnancy than in non-pregnant rats [26]. Taken together, it appears that the increase of TSH is due to the effect of negative feedback in the hypothalamic-pituitary-thyroid axis. Unexpectedly, pathway analysis revealed that expression levels for key components of the thyroid hormone synthesis pathway were not significantly altered. However, proteins but not mRNAs are functional in cells. Due to post-transcriptional regulations, the correlation between mRNA and protein expression levels is usually modest [27]. Therefore, further validation at the protein expression level may be needed.

In the present study, two transcription factors, MAZ and TFCP2, were identified as shared transcription factors for up-regulated genes. Thus, it is likely that these two transcription factors may orchestrate a large part of maternal thyroid adaptation to pregnancy. According to RNA-seq data, both MAZ and TFCP2 were expressed at median levels in the thyroid. MAZ binds the promoter of MYC (v-myc avian myelocytomatosis viral oncogene homolog) to regulate transcriptional activity [28,29]. MYC, a transcription factor from the basic helix-loop-helix leucine zipper (bHLHZ) family, is able to form heterodimers with other family members, such as MAX (MYC associated factor X). The MAX/MYC dimer promotes cell proliferation and apoptosis [30]. A study has demonstrated that MAZ is able to up-regulate TSG101 (tumor susceptibility 101) gene expression in human thyroid by binding to its proximal promoter [31]. TFCP2 is also called late SV40 factor (LSF). TFCP2 binds a variety of promoters for cellular and viral genes, including fibrinogen, α-globin, SV40 and HIV-1 [32]. Currently, little is known about the role of TFCP2 in regulating thyroid gene expression. Interestingly, we found that the gene ontology term cell cycle is significantly enriched in MAZ target genes, whereas both cell cycle and metabolism are significantly enriched in TFCP2 target genes, suggesting that MAZ and TFCP2 may be key regulators of thyroid adaptation to pregnancy (shown in Table S2). Hence, these two transcription factors deserve further investigation. Pregnancy is characterized by a dramatic increase in maternal hormones, including estrogen and progesterone. According to RNA-seq data, nuclear receptors, ESR1 and PGR, were expressed in the thyroid. However, they were not enriched in the transcription factor binding site (TFBS) analysis. Additionally, we found that membrane receptors GPER1, PGRMC1 and PGRMC2 were also expressed in the thyroid. Thus, it is tempting to speculate that maternal estrogen and progesterone may up-regulate gene expression in the thyroid mainly via membrane receptors.

In conclusion, in the present study, using RNA-seq, we identified differentially expressed genes in the maternal thyroid in rats during late pregnancy. Our study contributes to an increase in the knowledge on the maternal thyroid adaptation to pregnancy. Deciphering the drivers of these differentially expressed genes may open the opportunity to devise therapeutic methods to prevent and treat pregnancy-dependent thyroid disorders.

## 4. Materials and Methods

### 4.1. Sample Collection

Adult pregnant Sprague-Dawley rats and their non-pregnant controls were utilized in this study. Pregnant rats were obtained by co-caging two females with a male overnight. The presence of a vaginal plug was checked the next morning as an indicator of successful mating. Thyroid tissues were obtained from non-pregnant (*n* = 3) rats and pregnant rats on Days 8 (*n* = 3), 12 (*n* = 4) and 18 (*n* = 3) of pregnancy (day 1 = day of vaginal plug). All collected tissues were then snap-frozen in liquid nitrogen and stored at −80 °C until use. All animal procedures were approved by the Institutional Animal Care and Use Committee of South China Agricultural University.

### 4.2. RNA-Seq Analysis

Total RNA from thyroid samples was extracted using the TRIzol reagent (invitrogen, Carlsbad, CA, USA). RNA purity and integrity were assessed by using the ND-1000 Nanodrop and the Agilent 2200 TapeStation, respectively. The following parameters were set for RNA quality control: A260/A280 ratio ≥ 1.8, A260/A230 ratio ≥ 2.0 and RIN value ≥ 7.0. The TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA) was used for RNA-seq library preparation. Finally, sequencing of the libraries was conducted on an Illumina HiSeq™ 2500 system.

A computational pipeline was used to process RNA-seq data. Sequence data were mapped to rat reference genome rn5 with Tophat v1.4.0 [33] with default parameters. HTSeq-count [34] was subsequently employed to convert aligned short reads into read counts for each gene model in the ENSEMBL database release 81 [35]. Differential expression between was assessed by DEseq [36] using read counts as input. The Benjamini–Hochberg multiple test correction method was enabled. Differentially expressed genes were chosen according to the criteria of fold change > 2 and adjusted *p*-value < 0.05.

### 4.3. Validation by Quantitative RT-PCR

Total RNA was extracted by using the TRIzol reagent (Invitrogen). Potential genomic DNA contamination was eliminated by DNase I (Invitrogen) treatment. Reverse transcription was performed using the PrimeScript reverse transcriptase reagent kit (TaKaRa, Dalian, China). Real-time PCR was carried out using the SYBR Premix Ex TaqTM kit (TaKaRa) on the Rotor-Gene 3000A system (Corbett Research, Sydney, Australia). Using Rpl7 as the reference gene, relative expression levels of the selected genes were calculated using the 2^−ΔΔ*C*t^ method. Primer sequences used in this study were listed in Table S3.

### 4.4. Functional Clustering Analysis

Gene ontology (GO) and pathway analysis was performed by using the DAVID tool [37]. The significance cutoff for Benjamini–Hochberg adjusted *p*-value was set at 0.01. The R package wordcloud was used to generate word cloud for significantly enriched GO terms. The font sizes in the word cloud were proportional to −log10 of adjusted *p*-value for each enriched GO terms.

### 4.5. Analysis of Transcription Factor Binding Sites (TFBS)

Promoter sequences (1 kb upstream of the transcription start site) were extracted for each gene. The TESS software version 6.0 [38] was used to scan these promoter sequences for matches of position-weigh matrices (PWMs) from the TRANSFAC database [39]. Only hits with a relative score above 0.9 were kept. We calculated the percentage of up-regulated genes with binding site for each transcription factor. All genes in the genome served as the background. To test for enrichment, a hypergeometric test with Benjamini–Hochberg multiple test correction was conducted using in-house PERL scripts. In the end, *p* < 0.05 was used as significance threshold to identify enriched transcription factors.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/11/26030/s1.

How the deposited data were processed for this re-analysis (not part of the article)

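Thyroid RNA from non-pregnant (NP) rats and rats on day 18 of pregnancy (LP) was sequenced, with 3 samples deposited for each group. The authors mapped the reads to the rat genome rn5 with Tophat, counted them on the gene models of Ensembl with HTSeq-count, and deposited raw read counts for each sample, without normalization. Each table held 15388 genes, named by an Ensembl transcript identifier and a gene symbol. How 1 transcript identifier was chosen for each gene, and which genes of the annotation were dropped, is not stated. The values were checked to be whole numbers.

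The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. LP was compared with NP by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment over the 11738 genes that passed the filter. The paper's criteria, a fold change above 2 and an adjusted p-value below 0.05, were applied to the fold change of the model. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Genes named in the text that were below the filter were taken from the same test without the filter. CPM values given as mean ± SD were scaled by library totals with TMM normalization. CPM values of the receptors, in the clustering and in ratios of group means, and the smallest detectable level, were scaled by library totals alone. Gene lengths were not used, so the paper's cutoff of 1 FPKM for expressed receptors was applied as 1 CPM. Samples were clustered by average linkage on 1 minus the Pearson correlation of log2(CPM + 0.1). Lists of genes were tested against all other genes with limma's camera (correlation between genes 0.01, prior count 2), with Benjamini-Hochberg adjustment over the 24 lists tested, and their median log2 fold change was set against 10000 random lists matched on expression in 20 bins (a permutation of the genes, seed 1). The lists of cell cycle genes were those that come with the Seurat package, in rat spelling, and the other lists were written by hand before the counts were examined but after Table S1 was read.

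The depth was 2752144, 2965936 and 2958075 counted reads in NP replicates 1, 2 and 3, and 3224104, 3449857 and 3447439 in LP replicates 1, 2 and 3. A gene with 3 reads in a library lay between 0.87 and 1.09 CPM, which was taken as the smallest level the depth can show. This limit covers counting error only. The biological coefficient of variation that edgeR estimated over the 6 samples was 0.0645.

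All 6 samples were used, in the 2 groups NP and LP, and no sample was left out of the main comparison. The paper names no pairing of the animals, so the main comparison had no block, and the replicate number was used as a block in an alternative. Counts of pairs of samples were compared by a chi-square test over genes with at least 10 reads in the pair. NP replicates 2 and 3, and likewise LP replicates 2 and 3, differed by no more than sampling noise and were therefore counted as 1 sample in each mean ± SD, with n = 2 for each group. The edgeR test used the 6 samples as deposited, and settings with replicates 2 and 3 summed were added after the counts were examined. The share of reads on skeletal muscle markers was compared by an exact permutation test.

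The alternatives were the replicate number as a block, each replicate left out in turn, no filter on low counts, a stricter filter (a mean of at least 50 reads per sample), DESeq2's size factors in place of TMM, a normalization computed without the skeletal muscle markers and the genes past the criteria, DESeq2 in place of edgeR, the fold change itself tested against 2, an adjusted p-value below 0.01, and fold changes as ratios of group means. For the clustering they were linear CPM values, Spearman correlation, genes with at least 10 reads in every sample, a pseudocount of 1, and all genes without those past the criteria or without the muscle markers. For the receptors they were cutoffs of 0.5 and 2 CPM, and the cutoff required in every sample. Added after the counts were examined were replicates 2 and 3 summed, without and with the replicate block, replicate 1 against replicates 2 and 3 as a block, and the ratio of group means with a count of 0 taken as 1.

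The genes named in the text are those for which the paper gives an RNA-seq result, the 10 largest up-regulated and 10 largest down-regulated genes past the criteria with every LP sample on the same side of every NP sample, Rpl7 as the reference gene of the qRT-PCR, and genes of the lists that were tested. Single results for a few of these genes are not reported here.

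The steps were tested on simulated counts of the same depth. A log2 change of 2 was simulated, up or down, for 200 genes. Of those that passed the filter on the simulated counts, edgeR recovered 100% and DESeq2 96.35%, and 0 unchanged genes were called by either. Simulated pairs of draws from 1 library gave a chi-square of 0.993 per degree of freedom. A list simulated as raised had a median log2 fold change of 0.605, and an unchanged list -0.0201. With reads of a common profile added to replicates 2 and 3, 0 genes went past a p-value of 1e-06 under a model of added reads and 4 under a model of multiplied counts. With multiplied counts these numbers were 49 and 0.

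Thyroid weights, the qRT-PCR measurements, the enrichment of functional terms and pathways, the search for transcription factor binding sites, and chromosome positions were not analysed here. Some skeletal muscle genes of the marker list, such as those for further myosin heavy chains, were also not analysed here.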

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

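The lists below were drawn up before the counts were seen, but after Table S1 was read, so some of their genes were known to be changed. The tests with other splits of the samples, with replicate 1 alone and with the other normalization were chosen only after the medians of the lists were seen, as were the random lists except for the unfolded protein response, while the tests of the opposite-phase clock genes and of the unfolded protein response as a set were chosen before. The lists stand out because they show a difference between LP and NP in genes that the paper does not discuss, past the adjusted threshold of limma's camera test over 24 lists.

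For each of the 6 lists, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave a median at least as far from 0. Only 4 of these splits part all 3 same-numbered pairs of replicates, and the others place the replicate 1 samples, or another same-numbered pair, together. Each split but the real one also mixes NP and LP samples in a group, which draws its median toward 0. With 10 splits the share can never be under 0.1, so none of the 6 patterns can be told apart from a chance difference between the animals by this test.

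The unfolded protein response list had a median log2 fold change of -0.56 (adjusted p = 1.17e-08), with 17 of 19 tested genes lower in LP. Hspa5 fell from 14199, 13860 and 14038 reads in NP to 7807, 7974 and 7887 in LP, a log2 fold change of -0.98, and was lower in 3 of 3 LP samples. The exceptions include Chac1, which rose by 3.33. The 15 tested genes that are not in Table S1 had a median of -0.54, and 14 of them fell. The median was further from 0 than that of all 10000 random lists (p = 2e-04 by permutation of the genes, the smallest value these lists can give). It was -0.518 in replicate 1 alone and -0.543 with the normalization computed without muscle markers and called genes, so neither the difference between replicate 1 and the others nor the normalization accounts for it. A lower load on the endoplasmic reticulum of thyroid cells in late pregnancy is a candidate explanation, written as a hypothesis. As to cell composition, lists of marker genes of 4 cell types gave no difference past the adjusted threshold of limma's camera, with medians of -0.057 for follicular cells (adjusted p = 0.327, 8 of 12 lower), -0.076 for C cells (adjusted p = 0.631, 5 of 8 lower), -0.307 for endothelium (adjusted p = 0.126, 3 of 5 lower) and -0.050 for smooth muscle (adjusted p = 0.748, 4 of 7 lower). Skeletal muscle and airway epithelium markers did rise, but the share of Tg, between 22.9% and 24.5% of the reads in each of the 6 samples, goes against a dilution of thyroid RNA large enough for the fall of Hspa5. Against the random lists, the endothelium median gave p = 0.019 by permutation of the genes. The follicular, C cell and smooth muscle medians gave 0.82, 0.74 and 0.96 by the same test. A lower share of endothelium is thus not excluded. Other explanations were not tested.

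The interferon response list had a median of 1.44 (adjusted p = 2.31e-11), with 17 of 17 tested genes higher in LP and 13 past the criteria. Irf7 had 66, 44 and 65 reads in NP and 187, 198 and 201 in LP. Of the 18 listed genes, 14 are in Table S1. The 4 tested genes outside it had a median of 0.896, and all 4 rose. No random list came as far from 0 (p = 2e-04 by permutation of the genes, the smallest value these lists can give). The median was 1.33 in replicate 1 alone and 1.46 with the other normalization, so neither of these accounts for it. The list of immune cell markers gave no shift as a set (median 0.063, adjusted p = 0.936, 3 of 5 higher), although its gene Ighm was down-regulated past the criteria, with a log2 fold change of -1.46. A response to pregnancy may explain the pattern, as may a difference in exposure to infection between the animals, which was not tested. The pattern cannot be told apart from such a difference.

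The glucocorticoid response list had a median of -0.45 (adjusted p = 0.000662), with 7 of 8 tested genes lower in LP. Fkbp5 fell from 156, 184 and 149 reads to 67, 71 and 60, and Zbtb16 from 168, 157 and 171 to 33, 57 and 65. The 6 tested genes outside Table S1 had a median of -0.22, with 5 of them lower. No random list came as far from 0 (p = 2e-04 by permutation of the genes, the smallest value these lists can give). The median was -0.362 in replicate 1 alone and -0.433 with the other normalization. A difference in glucocorticoid signalling may underlie it. The stress and the time of day at collection were not tested apart, and the pattern cannot be told apart from them.

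The list of clock genes driven through the E box had a median of -0.47 (adjusted p = 0.023), with 7 of 10 tested genes lower in LP. Per2 fell from 270, 273 and 255 reads to 85, 125 and 117, a log2 fold change of -1.44, and Per3 fell by 1.25 on the log2 scale, each lower in 3 of 3 LP samples. Against this direction, Nr1d1 rose by 0.70, Bhlhe41 by 0.94 and Hlf by 0.31. The 8 tested genes outside Table S1 had a median of -0.32, with 5 of them lower. No random list came as far from 0 (p = 2e-04 by permutation of the genes, the smallest value these lists can give). The median was -0.524 in replicate 1 alone and -0.456 with the other normalization.

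The clock genes of the opposite phase (Arntl, Npas2, Clock, Nfil3 and Cry1, driven through the RRE) had a median of 0.54 (adjusted p = 0.00381), with 5 of 5 higher in LP. Arntl had 39, 43 and 49 reads in NP and 103, 115 and 106 in LP, a log2 fold change of 1.15, and it is the 1 gene of the list in Table S1. The other 4 genes had a median of 0.39. The random lists gave p = 0.016 by permutation of the genes. The median was 0.560 with the other normalization and the median log2 fold change of the clock RRE list was 0.543 with replicate 1 against replicates 2 and 3 as a block. In replicate 1 alone, with 1 sample of each group, the median was 0.27. Clock, with 222 NP and 243 LP reads there, had a log2 fold change of -0.032. Arntl, Npas2, Nfil3 and Cry1 were higher in LP, with 1.23, 0.71, 0.188 and 0.27. That test leaves open how much replicates 2 and 3 add to the size of the median.

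If the NP and LP tissues had been collected at different times of day, the opposite-phase genes would move against the Per genes, and their median of 0.541 did so. The paper's text gives no time of collection. The clock pattern is consistent with a difference in collection time, a technical explanation, and cannot be told apart from a shift of the clock in pregnancy. Nr1d1, which was listed with the Per genes, rose, so the list did not shift as a whole. Whether the genes of this list share 1 phase was not tested. The rise of Nr1d1 therefore cannot decide about a difference in collection time.

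The airway epithelium list had a median of 1.99 (adjusted p = 0.00381), with 4 of 4 tested genes higher in LP, of 8 listed. Scgb3a1 had 2, 2 and 4 reads in NP and 28, 26 and 34 in LP. Of the 4 genes, 3 are in Table S1, so the list largely restates genes known to be changed, and the random lists gave p = 0.0056 by permutation of the genes. The median was 2.72 in replicate 1 alone and 2.01 with the other normalization. Tracheal tissue taken along with the LP thyroids is a candidate explanation, and nothing here tells it apart from expression in the thyroid.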

How the results depend on the processing

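The comparison of LP with NP and the alternatives were set before the data were examined. The settings with replicates 2 and 3 summed, replicate 1 against replicates 2 and 3 as a block, and the ratio with a count of 0 taken as 1 were chosen only after the results were seen, as were all settings applied to the lists that the paper does not discuss.

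The counts of genes past the criteria moved most with the filter and with the way the fold change cutoff was applied. Against 575 up-regulated and 63 down-regulated genes, the stricter filter (a mean of at least 50 reads) left 286 and 29 genes, 9 of the listed cell cycle genes against 28, and 4 of the qRT-PCR genes against 7. It also lowered the median log2 fold change of the S and G2/M lists from 0.17 to 0.038, no longer past the threshold of limma's camera test. That filter removes genes with few reads, and 20 of the 36 listed cell cycle genes had a mean below 10 reads in NP. With the fold change itself tested against 2, 366 genes were up-regulated, 23 down-regulated and 13 listed cell cycle genes up-regulated. As a ratio of group means, and likewise as a ratio with a count of 0 taken as 1, 1 of the thyroid hormone synthesis genes, Slc5a5, was past the criteria, against 0 in the edgeR model. Of those tested in that model, 5 had an unadjusted p-value below 0.05. For the S list alone the median was 0.071, not past the threshold. For these last settings the cause was not tested.

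Under the other settings the counts stayed within 1.5 times those of the main comparison. There were 677 up-regulated and 86 down-regulated genes without a filter, 575 and 62 with DESeq2's size factors, 587 and 58 with the normalization computed without muscle markers and called genes, 540 and 54 with DESeq2, 553 and 56 at an adjusted p-value below 0.01, and 532 and 83 as a ratio of group means and as a ratio with 0 counted as 1. With the replicate block there were 576 up-regulated and 65 down-regulated genes, 28 listed cell cycle genes, 7 qRT-PCR genes, 0 thyroid hormone synthesis genes, 0 of Maz and Tfcp2, and a median of 0.171 for the S and G2/M lists. With replicates 2 and 3 summed there were 606 and 63 genes, with the block added 639 and 89, and with replicate 1 against replicates 2 and 3 as a block 576 and 65. The median of the S and G2/M lists was 0.511 without a filter. The medians of the 6 lists that the paper does not discuss kept their sign, with an unadjusted p-value of limma's camera test below 0.05, under each setting that gave a value (the adjustment over the 24 lists was not repeated for each setting), and the airway epithelium list had none under the stricter filter.

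Across the 6 fits that each left out 1 replicate, up-regulated genes ranged from 577 to 625, down-regulated genes from 68 to 79, listed cell cycle genes from 29 to 34, qRT-PCR genes from 7 to 8, receptors above 1 CPM from 5 to 6, the median of the S and G2/M lists from 0.194 to 0.297, and the LP to NP ratio of skeletal muscle marker reads from 23.0 to 37.6. Thyroid hormone synthesis genes, and Maz and Tfcp2, stayed at 0 past the criteria in each of the 6 fits, while Maz and Tfcp2 both had an unadjusted p-value below 0.05 in the main comparison.

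For the clustering, the ratio of the smallest distance between groups to the largest within a group was 1.57, and from 1.57 to 1.76 with each replicate left out. It was 2.71 with Spearman correlation, 2.68 with genes of at least 10 reads in every sample, 2.65 with a pseudocount of 1, and 1.401 without the skeletal muscle markers. It fell below 1 with linear values, to 0.772, and without the genes past the criteria, to 0.973. Leaving out genes chosen for differing between the groups lowers this ratio in itself. For the linear values the cause was not tested.

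The direction of Tg, Esr1 and Esr2 depended on the setting. The log2 fold change of Tg was 0.063 and became -0.0093 as a ratio of group means and as a ratio with 0 counted as 1. That of Esr1 was 0.050 and became -0.025 under the same 2 settings, and ranged from -0.27 to 0.37 with each replicate left out. That of Esr2 was -0.27 and ranged from -0.53 to 0.033. None of these genes was past the criteria in the main comparison. For these genes the cause was not tested.

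Of the 95 named genes, 54 kept their direction and their side of the adjusted p-value under each setting that gave a value. Over 1740 pairs of a gene and a setting, 64 were weaker, of which 35 with the fold change tested against 2, 14 with a replicate left out, 9 with DESeq2 and 5 at an adjusted p-value below 0.01, while 19 were stronger and 8 reversed. The stricter filter gives no value for genes below it, and a ratio of group means gives none for genes with 0 reads in all NP samples. The alternatives set for FPKM values were not run, because the tables hold counts.

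The depth limits the genes with few reads. Slc26a4 and Pitx3 are below the filter, Esr2 lies close to the smallest level the depth can show, and 8 of the 36 listed cell cycle genes are below the filter, so their fold changes come from the fit without it.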

Differences from the paper's values

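The largest fold change among up-regulated genes was 1540 in the edgeR model (Art1, with no read in NP) against the paper's 491.5. None of the alternatives set before the data were examined closed the gap, and their values lay between 1025 for the ratio of group means and 3251 without NP replicate 1. With the ratio of group means and a count of 0 taken as 1, the largest fold change was 491.5 (Ckmt2). This setting was chosen after seeing the values. It gave the fold changes of all 615 genes of Table S1 to within 0.005.

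The fold change of Mlf1 was 115.9 against the paper's 74.6. Of the alternatives set before the data were examined, leaving out NP replicate 1 (82.2) and leaving out NP replicate 3 (78.8) came within the margin of the paper's value. The others did not, among them DESeq2 (129.7), the replicate block (115.9), no filter (115.5) and the ratio of group means (126.4). With a count of 0 taken as 1, chosen after seeing the values, the ratio was 74.7.

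The fold change of Tcap was 835.5 against the paper's 358.6 in Table S1. None of the alternatives set before the data were examined closed the gap, and the lowest was 600.9, without NP replicate 2. With a count of 0 taken as 1, chosen after seeing the values, the ratio was 358.6.

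The fold change of Cdca2, from the fit without the filter, was 18.8 against the paper's 7.97 in Table S1. None of the alternatives set before the data were examined closed the gap, and the lowest was 13.6, without NP replicate 2. With a count of 0 taken as 1, chosen after seeing the values, the ratio was 7.97.

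The fold change of Slc26a4, from the fit without the filter, was 4.24 against the paper's value of about 1.8 in Fig. 3B, read by eye. None of the alternatives set before the data were examined closed the gap, and the lowest was 3.06, without NP replicate 2. With a count of 0 taken as 1, chosen after seeing the values, the ratio was 1.695.

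The paper states that none of the thyroid hormone synthesis genes passed its fold change cutoff. Slc5a5 changed -2.02-fold as a ratio of group means of counts scaled by library totals, with 0 counted as 1 or not. In the edgeR model it changed -1.92-fold. By the ratio that gave the fold changes of Table S1 it was past the cutoff, whereas Fig. 3B, read by eye, shows about -1.9. The paper states that Maz and Tfcp2 did not differ between the groups. Their adjusted p-values here were 0.0147 and 0.0232, at log2 fold changes of 0.33 and -0.40, and 0.0975 and 0.122 with DESeq2 in place of edgeR. With replicates 2 and 3 summed, a setting chosen after seeing the values, that of Maz was 0.0608 and that of Tfcp2 0.0471. The paper ranks Ckmt2 as the gene with the largest increase. In the edgeR model the fold changes of Art1 and Tcap, with log2 values of 10.59 and 9.71, were above that of Ckmt2, 8.88. With the ratio of group means, a count of 0 taken as 1 and the adjusted p-value of the edgeR model, 48 genes past the criteria, 20 up-regulated and 28 down-regulated, are absent from Table S1.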

Other observations

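The tests of the skeletal muscle fibre types, of added reads against a factor for each gene in replicates 2 and 3, of the splits for the cell cycle lists and of the targets in Table S2 were chosen only after the results were seen, and the other tests before.

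Of the 48 tested genes of a list of skeletal muscle markers, 48 were higher in LP and 45 were past the criteria. The 3 tested genes outside Table S1 had a median log2 fold change of 0.289, against 7.22 for the list. The lowest value was 0.109, for Acta1, so the rise was not shared evenly by all markers. The share of reads on the 57 listed genes in the tables was 30.9 times as high in LP as in NP, or 27.8 times without the most abundant gene, Tnnc2, and the median fold change of the list was 148.7. Markers of fast fibres had a median log2 fold change of 7.63 (7 of 7 higher) and markers of slow fibres 7.10 (5 of 5 higher). Skeletal muscle tissue taken along with the LP thyroids is a candidate source of this signal, since markers of both fibre types rose. The sizes were less even than these medians. In replicate 1 alone the medians were 7.5 for fast and 5.39 for slow fibres, and the slow markers ranged from 1.06 (Atp2a2) to 7.67 (Myl3). The list was written after Table S1 was read, however, and a rise of both fibre types could also come from expression in the thyroid. The counts of the muscle markers differed between LP replicate 1 and LP replicates 2 and 3 with a chi-square of 1.84 per degree of freedom, above the 1 of sampling noise, while their shares of the reads in the 3 LP samples were close, at 1.16%, 1.13% and 1.13%. A piece of muscle taken along by chance would be likely to vary more between animals, unless the libraries share material. The rise in pregnancy and muscle tissue in the samples cannot be told apart here. A shift of all other genes by the reads on muscle genes does not in itself account for the down-regulated genes. With the rest of the library set equal, 58 genes were still down-regulated, against 63. TMM in the main comparison already counters such a shift, so these settings differ little. With library totals alone, as a ratio of group means, 83 genes were down-regulated.

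The S and G2/M lists were examined for whether muscle tissue alone could have raised the listed cell cycle genes. Table S1 holds 15 genes of the G2/M list and 2 of the S list. A place in Table S1 does not show which tissue the reads of a gene came from. The medians of the lists, with or without these genes, therefore cannot decide whether muscle tissue raised them. The median log2 fold change was 0.40 for the G2/M list (23 of 34 higher in LP) and 0.071 for the S list (17 of 27 higher). Without the genes of Table S1, the median of the G2/M list was 0.0044 (12 of 23 higher), although leaving out genes found changed in the same data lowers the median of any list that rises. Among the listed genes of Fig. 2B, those with the largest increase past the filter were Mlf1, Camk2a and Camk2b. The rise of G2/M genes is consistent with more dividing cells in LP, but the S list gives no such difference, and it was not tested in which cells the genes are expressed. The cell cycle pattern cannot be told apart from a contribution of other tissue.

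The real split of the 6 samples gave 638 genes past the criteria, and each of the other 9 splits gave 0, also at the adjusted p-value alone. At an unadjusted p-value below 0.05 the real split gave 4310 genes and the other splits from 150 to 297. Thus 1 of the 10 splits gave as many genes, the real one, and likewise 1 of the 10 gave as many listed cell cycle genes and 1 of the 10 a median of the S and G2/M lists as far from 0. Only 4 splits part all 3 same-numbered pairs, and the share can never be under 0.1.

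The counts of replicates 2 and 3 differed by no more than sampling noise, with a chi-square of 1.016 per degree of freedom in NP and 0.995 in LP. This is consistent with 1 library, or 1 pool of RNA, behind replicates 2 and 3 of each group. NP replicates 1 and 2 gave 4.00, so replicate 1 differed from the others by more than sampling noise. In both groups replicates 2 and 3 exceeded replicate 1 in the same genes. Tagln had 155, 1612 and 1493 reads in NP and 134, 1750 and 1587 in LP, Myh11 266, 1872 and 1897 against 220, 2110 and 1990, and LOC100909555 9302, 42665 and 39950 against 8804, 44024 and 42013. For these genes, which have similar counts in both groups, an excess equal in reads is close to one equal in proportion. Des, whose counts differ between the groups, tells these apart. It had 58, 382 and 369 reads in NP and 2236, 2685 and 2570 in LP, an excess of 317.5 and 391.5 reads.

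A model in which reads of 1 common profile are added to replicates 2 and 3 of both groups gave a mean chi-square of 0.954 per gene over 10732 genes with at least 10 reads in every sample, and 0 genes past a p-value of 1e-06. A model in which each gene is multiplied by the same factor in both groups, as a library batch would do, gave 1.03 and 7 genes past that value, with a chi-square of 151 for Des against 0.304 under the model of added reads. The added reads came to 180100 in NP and 193500 in LP, and the added counts correlated between the groups with r = 0.997, or 0.953 without the largest gene and Tg. The profile holds genes of smooth muscle and connective tissue such as Tagln, Myh11, Acta2 and Col1a1. Reads of a shared source added to replicates 2 and 3 are a candidate explanation, found and tested on the same data, and how they would have come into the libraries was not tested. If it holds, the replicates of a group would apart from the added reads differ by little more than sampling noise, and the spread between replicates might then not measure the variation between animals, on which the p-values given here rest. The direction of the 638 genes past the criteria was the same in replicate 1 and in replicates 2 and 3. Their choice on the same samples largely fixes this. Over all 11738 tested genes, the log2 fold changes in replicate 1 and in replicates 2 and 3 correlated with r = 0.89 (Spearman 0.624).

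Table S2 lists 231 targets of MAZ and 202 of TFCP2, with 87 listed for both. All of these targets are genes of Table S1, so that most are past the criteria follows from how they were chosen. Of the 208 tested MAZ targets, 186 were past the criteria up and 22 down, and the median log2 fold change of the up-regulated targets was 2.02 against 1.92 for the other up-regulated genes (permutation p = 0.619). Of the 186 tested TFCP2 targets, 165 were past the criteria up and 21 down, with 2.50 against 1.80 (permutation p = 0.00167, 2 comparisons made).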
